A study of Dascyllus aruanus with 17 samples.

How the data were processed

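The series measured messenger RNA in whole brains of the damselfish *Dascyllus aruanus*, a coral reef fish, by paired-end sequencing with reads of 150 bases. Per the labels, wild fish from 6 colonies were habituated for 96 h and then kept either under a natural light-dark cycle (controls) or with dim white lamps on through the dark hours for 72 h (artificial light at night, ALAN). Brains were taken after 3 nights of treatment, at ZT11 (zeitgeber time in hours, late in the light phase) or at ZT23 (late in the dark phase). Each library held a single brain. The groups and replicate numbers were taken from the sample titles: control day (n = 3, numbered 1, 2 and 4), ALAN day (n = 3), control night (n = 4) and ALAN night (n = 4). A further 3 libraries, made with a stranded kit for the transcriptome assembly, have no column in the count table and were not analysed here. The colony of each fish is not given in the sources used here, so colony could not be a covariate. Per the labels, light was applied to colonies, so fish of a group may share a colony. The n, the p-values and the relabellings given here treat each fish as independent, and colony and treatment were not separated.

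The deposited count table gives expected counts, that is estimated read numbers that need not be whole, for 21805 features and 14 libraries. Per the feature names these features are genes of a de novo Trinity assembly, and 95.98% of the values were not whole numbers. Per the labels, the 14 libraries were non-stranded and carried unique molecular identifiers of 9 bases. The aligner, the quantifier and any collapsing of molecular identifiers are not given in the sources used here. The name of the deposited table points to annotated genes chosen by length, and no further detail of that choice is given in the sources used here. The intervals and spreads given here therefore treat a read as the unit, and counting intervals cover counting error only. The library columns carry the library names of the sample descriptions, and 0 columns belonged to other samples. No genome was used, so features have no chromosomal position here.

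The authors' deposited annotation, made with eggNOG-mapper 2.1.7 per the file headers, gives the best orthologue match with its bit score, E-value, gene name and KEGG pathways for 79921 assembled genes. All 21805 features of the count table were found in it, with a median deposited bit score of 536. A gene name was given for 18198 features, with 12751 distinct names, of which 3775 were shared by at least 2 features. A gene name used here is therefore the name of the best match, and reads of near-identical copies may have been divided between features. KEGG pathways were given for 9225 features.

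Expected counts were rounded to whole numbers. Features with low counts were removed with edgeR's filterByExpr by group (minimum count 10, minimum total count 15), which kept 20782 features and removed 1023. Libraries were scaled by TMM factors, which ran from 0.870 to 1.08. A single edgeR 4.0.16 quasi-likelihood model (glmQLFit and glmQLFTest in R 4.3.3) with a mean per group was fitted to the 14 libraries, with 10 residual degrees of freedom and a prior of 3.55. From this fit 5 contrasts were taken: ALAN against control at night, ALAN against control by day, night against day in controls, night against day under ALAN, and the interaction of ALAN and time of day. Each was adjusted by the Benjamini-Hochberg method over the 20782 features, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values, the counts scaled to a common library size, use the TMM-scaled totals.

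The size of the day-night differences was compared between treatments as follows. Features were called for time of day, ignoring treatment, in an edgeR fit over the 14 libraries. For each, the night minus day difference of mean log2 CPM (prior count 2) was taken in controls and under ALAN, signed by the common time effect. The statistic was the median over features of the ALAN minus the control difference, with a two-sided exact permutation of the treatment labels within each time of day (1400 relabellings). A set of 30 KEGG pathways was tested with limma 3.58.1 camera on log2 CPM with a preset correlation of 0.01, adjusted over the 150 pairs of set and contrast.

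The sample groups, the tests, the other settings to try and the rule for naming features were fixed before the data were examined, as were the 30 pathways and the 8 gene lists: core clock genes, immediate-early genes, the stress axis, melatonin and opsins, photoreceptors of eye or pineal, pituitary, muscle and blood. A feature belonged to a list when its name equalled a listed symbol, in any case, or the symbol followed by A, B or L. After the names had been seen, features such as NEBL, ASMTL, DDIT4L and IER5L were taken out, since the suffix rule matched them although they are other genes. A single photoreceptor feature is not reported here. Lists for liver, inner ear, kidney, and skin or gill were written after the data had been examined. The rule for named features was the 3 with the smallest p in each direction and contrast. They had to be past the threshold, carry a name, have at least 3 counts in every library compared and, in the 2-group contrasts, have CPM values that did not overlap between the groups. Up to 6 features of each preset list past the threshold over all features were also named. The other features named in the text, such as list members called over the list alone, *GH1* and *TECTB*, fall outside this rule and were chosen after their values were seen.

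The other settings were DESeq2 1.42.0, RLE size factors, no filter and a stricter filter (mean CPM of at least 1), fits to the libraries of the 2 groups alone, the replicate number as a block, counts summed by gene name, 1 surrogate variable (sva 3.50.0) and leaving out each library in turn. Other feature choices and prior counts were tried for the amplitude, and fry and an estimated correlation for the pathways. After the data had been examined, a restriction to features with a chordate orthologous group, a robust fit and a fit with 3 covariates for carried-over tissue were added. The covariates were the log2 CPM of the *GH1* (growth hormone) feature and the mean log2 CPM of the photoreceptor list and of the liver list.

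Library totals ran from 14942952 to 23051193 expected counts. Each pair of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom between 24.3 and 46.3 over the 18 pairs, so no library was counted as a repeat of another. The procedure was tested on simulated negative binomial counts for the real features, with the means, dispersions and library sizes of the data and 200 features changed. The changed features were drawn from those with a mean CPM of at least 1, in a single run per contrast, so recovery of less abundant features was not tested. Of features changed 4-fold, the test recovered 79.0% for ALAN at night, 61.0% for ALAN by day, 74.0% for night against day in controls, 73.0% for night against day under ALAN and 54.0% for the interaction. These simulations ran on 20546, 20550, 20522, 20561 and 20509 features. Of features changed 2-fold, the shares in the same order were 37.0%, 31.0%, 19.0%, 39.0% and 10%, and false calls made up 1.69%, 7.07%, 1.06%, 5.08% and 5.88% of calls.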

Results

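Whole-brain transcriptomes of *Dascyllus aruanus* were compared between fish kept under a natural light-dark cycle and fish kept under artificial light at night (ALAN), late in the day (ZT11) and late in the night (ZT23). The count table held 14 libraries, each from a single brain. Total expected counts averaged 16722503 ± 1561295 in control day brains (SD, n = 3), 19560488 ± 527546 in ALAN day brains (SD, n = 3), 20693762 ± 2202750 in control night brains (SD, n = 4) and 19426809 ± 1146960 in ALAN night brains (SD, n = 4). The smallest library, control day replicate 1, held 14942952 and the largest, control night replicate 4, held 23051193. The 10 most abundant features together took between 16.0% and 22.7% of the counts of a library. Libraries of the same group correlated with Pearson's r between 0.940 and 0.965 across features on the log2 CPM scale. The first principal component of log2 CPM held 16.7% of the variance and the second 11.4%.

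To determine which transcripts differed between night and day under natural light, control night brains were compared with control day brains. The edgeR quasi-likelihood test called 430 of 20782 features at an adjusted p under 0.05, of which 222 were higher and 208 lower at night. An unadjusted p under 0.05 was reached by 3031 features, where 5% of the tested features is 1039, a number that other splits of the same libraries can exceed. The tool moved this count most among the settings chosen in advance: DESeq2 called 1107 features, of which 565 were higher at night. Leaving out control day replicate 1 or 4 or control night replicate 2 or 3 left 217, 216, 257 and 282 calls. Among named features, *PER3* rose from 8.39 ± 0.508 CPM by day (SD, n = 3) to 98.4 ± 11.2 CPM at night (SD, n = 4), a log2 fold change of 3.55 (SE 0.126, edgeR adjusted p 2.58e-09). *BHLHE41* rose by a log2 fold change of 3.46 (SE 0.173, edgeR adjusted p 5.65e-08). A feature with the name *SMU1* had a log2 fold change of 5.59 (SE 0.237, edgeR adjusted p 1.10e-08), whereas the other feature with this name did not differ (log2 fold change 0.35, adjusted p 0.573). The strongest decreases at night by p-value were in *opn3* (log2 fold change −2.42, SE 0.135), *RIMKLB* (−1.54, SE 0.0980) and *NYAP2* (−1.90, SE 0.125), with edgeR adjusted p of 1.83e-07, 7.20e-07 and 1.09e-06.

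The same comparison was then made under ALAN. Here 214 features were called by edgeR, 97 of them higher and 117 lower at night, with 2307 features at an unadjusted p under 0.05. DESeq2 called 659, and without ALAN day replicate 1 or 2 edgeR called 131. *PER3* rose from 8.21 ± 0.856 CPM by day (SD, n = 3) to 109 ± 3.32 CPM at night (SD, n = 4), with a log2 fold change of 3.73 (SE 0.127, edgeR adjusted p 2.38e-09). The *SMU1* feature (log2 fold change 4.81, SE 0.227, edgeR adjusted p 3.18e-08) and *BHLHE41* (3.29, SE 0.171, edgeR adjusted p 8.31e-08) again were among the features higher at night with the smallest p. Those lower at night were *opn3* (−2.28, SE 0.135), *RIMKLB* (−1.49, SE 0.0979) and *PRICKLE2* (−1.38, SE 0.0949), with edgeR adjusted p of 3.73e-07, 1.24e-06 and 1.79e-06.

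The lists of calls from the control and the ALAN fish, which share no library, had 148 features in common, against 4.43 expected for unrelated lists (one-sided Fisher's exact test across features, p 1.76e-206; features are not independent replicates). All 148 changed in the same direction. Of the 282 features called in controls alone, 248 changed in the same direction under ALAN and 155 had an unadjusted p under 0.05 there. Of the 66 called under ALAN alone, 63 changed in the same direction in controls and 46 had an unadjusted p under 0.05. A call in one treatment and not in the other is not a test of a difference between them, which the interaction provides.

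For the interaction of ALAN and time of day, the edgeR quasi-likelihood test called 0 features, with a smallest adjusted p of 0.121. An unadjusted p under 0.05 was reached by 1278 features, where 5% is 1039, and DESeq2 called 58 features.

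Whether day-night differences as a set were smaller or larger under ALAN was tested on 938 features called for time of day over all libraries, of which 447 were higher and 491 lower at night. The median day-night difference was 0.763 in controls and 0.688 under ALAN on the log2 scale. The median of the ALAN minus control difference was −0.0584, and the two-sided exact permutation test found no difference (p 0.299, where the smallest p it allowed was 0.00143). The difference was smaller under ALAN for 542 features (57.8%). Across these features, the differences in the 2 treatments correlated with Pearson's r of 0.891, and 937 had the same direction. The features were called over both treatments together, which favours a shared direction, so neither value tests agreement between the treatments. Leaving out control day replicate 2 moved the median most, to −0.113.

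**Figure D1:**
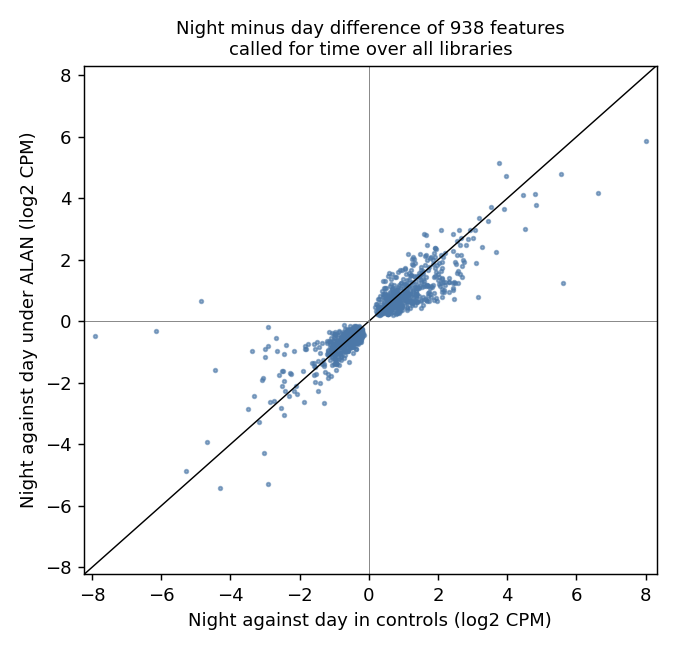
Night minus day difference of mean log2 CPM in control fish (horizontal axis) and in fish under ALAN (vertical axis), a point for each of the 938 features called for time of day, with the line of equal differences in black. The points lie along the line, with 542 closer to 0 under ALAN than in controls. The features were called over both treatments together, which favours points near the line.

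The core clock list comprised 42 tested features. Over all features, 18 of them were called for night against day in controls and 18 under ALAN, with 12 higher at night in each. Adjusted over the list alone, the numbers were 25 and 26. *PER1* rose from 3.23 ± 0.256 CPM to 94.95 ± 18.1 CPM in controls (SD, n = 3 and 4) and from 4.92 ± 1.89 CPM to 85.3 ± 11.3 CPM under ALAN. *BHLHE40* rose by a log2 fold change of 2.15 (SE 0.145, edgeR adjusted p 1.28e-06) in controls and 2.11 (SE 0.145, edgeR adjusted p 1.79e-06) under ALAN. The *NR1D2* feature DN9051 rose by 1.99 (SE 0.147, edgeR adjusted p 3.21e-06) in controls. *CRY1* rose by 2.37 (SE 0.215, edgeR adjusted p 3.59e-05) under ALAN. *PER1* and a *PER2* feature belong to a common assembly component, as do *CRY1* and *Cry2*, so reads may have been divided between them. *ciart* was at 0.170 ± 0.182 CPM in control day and 65.0 ± 25.2 CPM in control night brains, and at 0.986 ± 0.312 and 61.9 ± 11.7 CPM under ALAN (edgeR adjusted p 3.65e-07 and 1.79e-06). No fold is given for it in controls because single day libraries held as little as 1 count.

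ALAN was compared with control brains within each time of day. At night, 6 features were called by edgeR and all were higher under ALAN, while 959 features had an unadjusted p under 0.05 (5% is 1039). DESeq2 called 41 features, of which 28 were higher. Leaving out control night replicate 1, control night replicate 2 or ALAN night replicate 3 left 1 call each, and leaving out control night replicate 4, ALAN night replicate 2 or ALAN night replicate 4 left 3 each. With 3 covariates for carried-over tissue, added after the data had been examined, edgeR called 0 features, with 839 at an unadjusted p under 0.05. *FOS* was at 12.6 ± 1.87 CPM in control night brains and 51.8 ± 12.4 CPM in ALAN night brains (SD, n = 4 each), a log2 fold change of 2.03 (SE 0.200, edgeR adjusted p 0.00211), and higher in 4 of 4 brains than in any control. *NPAS4* (feature DN12604) went from 5.42 ± 0.961 to 13.4 ± 1.07 CPM, a log2 fold change of 1.30 (SE 0.160, edgeR adjusted p 0.0147). *EGR1* (feature DN67897) went from 10.4 ± 2.41 to 35.0 ± 4.55 CPM, a log2 fold change of 1.75 (SE 0.230, edgeR adjusted p 0.0153). *RTN4RL2* (feature DN6473) went from 17.5 ± 0.991 to 37.3 ± 4.89 CPM, a log2 fold change of 1.10 (SE 0.144, edgeR adjusted p 0.0153). The remaining calls, outside the rule for named features and included after their values were seen, were a second *RTN4RL2* feature (DN8334, log2 fold change 0.75, adjusted p 0.0493) and an unnamed feature described in the annotation as interleukin-1 receptor-like (DN21832, log2 fold change 2.02, adjusted p 0.0240).

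The immediate-early list, genes transcribed within minutes of cell stimulation, had 29 tested features. At night, 3 were called higher under ALAN over all features, and 10 adjusted over the list alone, all of them higher, with log2 fold changes between 0.28 and 2.03. For night against day in controls, 12 were called over all features, of which 2 were higher at night, and 17 adjusted over the list alone. Under ALAN the same comparison gave 3 over all features and 9 adjusted over the list alone, the latter falling to 4, 3, 4 and 5 without ALAN day replicate 1, ALAN day replicate 2, ALAN night replicate 3 and ALAN night replicate 4. In controls, *FOS* fell at night by 1.99 on the log2 scale (SE 0.210, edgeR adjusted p 0.000130) and *EGR1* (feature DN67897) by 2.06 (SE 0.243, edgeR adjusted p 0.000367). *FOSB* fell by 2.79 (SE 0.258, edgeR adjusted p 3.79e-05), *EGR2* (feature DN13711) by 3.09 (SE 0.287, edgeR adjusted p 3.79e-05), *NPAS4* (feature DN12604) by 1.70 (SE 0.170, edgeR adjusted p 8.19e-05) and *FOSL2* by 1.00 (SE 0.119, edgeR adjusted p 0.000370). *EGR1*, *EGR2* and *NPAS4* each had another tested feature. *EGR2* DN62330 was at 1.87 to 3.75 CPM in control day and 2.15 to 3.42 CPM in control night brains. *EGR1* DN8733 was at 146 to 184 and 83.8 to 89.7 CPM, and *NPAS4* DN7275 at 28.6 to 33.6 and 10.3 to 27.0 CPM. The sizes of these falls thus hold for the features and not for the names. Under ALAN, *FOSL2*, *FOSB* and *EGR2* were called lower at night as well, with log2 fold changes of −1.09, −1.80 and −1.87 (edgeR adjusted p 0.000186, 0.00158 and 0.00287). By day, 0 features of the list were called in ALAN against control brains over all features or over the list alone by edgeR, with 3 at an unadjusted p under 0.05 and 1 over the list alone by DESeq2. For the interaction, 0 were called over all features and 5 adjusted over the list alone, all 5 with a positive interaction. Without control day replicate 2, ALAN day replicate 1, control night replicate 1, control night replicate 2 or ALAN night replicate 4, the number was 3.

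**Figure D2:**
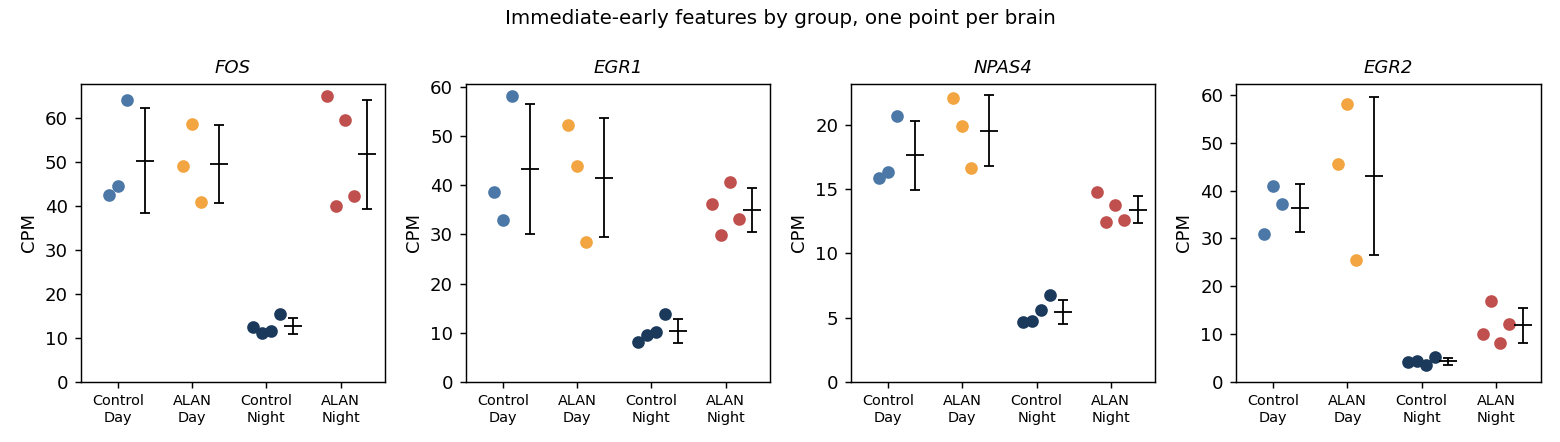
CPM of the *FOS*, *EGR1*, *NPAS4* and *EGR2* features in the 4 groups, a point for each brain, with the group mean and SD as black bars. For *FOS* the control night brains average 12.6 CPM, and the other 3 groups average 50.3, 49.6 and 51.8 CPM.

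By day, a single feature was called by edgeR in ALAN against control brains, while 1439 features had an unadjusted p under 0.05. DESeq2 called 137 features, of which 100 were lower under ALAN. The feature called by edgeR (DN44657, edgeR adjusted p 0.0418) has no name in the annotation and is included although it falls outside the naming rule. It had 978 counts over the 3 control day libraries and 2 over the 3 ALAN day libraries, a ratio of 564 (95% exact Poisson interval 156 to 4660), and 2 of the 3 ALAN day libraries were at 0. It was lost when control day replicate 1, any single ALAN day library or control night replicate 2 was left out. Of the core clock list, 0 features were called by edgeR over all features for ALAN by day and 4 adjusted over the list alone, all higher under ALAN, with 7 at an unadjusted p under 0.05. These were *NR1D1* (log2 fold change 1.82, SE 0.480), both *NR1D2* features and *ciart*, each with an edgeR p of 0.0214 adjusted over the list alone. Without control day replicate 1 or ALAN day replicate 1, 0 of the list were called, and without control day replicate 2 or ALAN day replicate 2, 1 was called. At night, the *Cry2* feature DN1907 alone was called in the list, with a log2 fold change of 0.56 (SE 0.104, edgeR p 0.00489 adjusted over the list alone and 0.220 over all features). The other 2 features with this name had log2 fold changes of −0.58 and −0.51 and were not called (p 0.702 and 0.746 adjusted over the list alone).

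Of the stress axis list (27 tested features), 0 were called by edgeR for ALAN at night or by day, over all features or over the list alone, with 2 at an unadjusted p under 0.05 in each. For night against day in controls 5 were called over all features and 9 adjusted over the list alone. They were *HSP90AA1* (log2 fold change −1.05, SE 0.123, edgeR adjusted p 0.000325), *DNAJB1* (−0.89, adjusted p 0.00448), *DDIT4* (1.19, adjusted p 0.00721), *CRHBP* (−0.66, adjusted p 0.0353) and *CRH* (−0.75, adjusted p 0.0353). *CRH* lost its call under 10 and *CRHBP* under 9 of the 25 alternatives. Under ALAN, *DNAJB1* was called over all features (log2 fold change −0.87, adjusted p 0.00755) and 4 features adjusted over the list alone. Of the 9 features of the melatonin and opsin list, *opn3* was called in both treatments for night against day, over all features and adjusted over the list alone, and 0 were called for ALAN at either time, with 0 at an unadjusted p under 0.05.

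The lists for tissues next to the brain had 0 features called over all features by edgeR in any contrast. Adjusted over the list alone, 14 of 25 photoreceptor features were lower under ALAN at night, with a median log2 fold change over the list of −2.81, and 2 were higher at night than by day in controls. Without control night replicate 4, 0 of the 14 were left. In the muscle list, 7 of 24 features were lower under ALAN by day. Over the 7 pituitary and 7 blood features, 0 were called adjusted over the list alone, with at most 1 and 2 at an unadjusted p under 0.05 in any contrast. Single libraries differed widely in these lists. *GH1* (growth hormone) ran from 0.355 to 1210 CPM over the 14 libraries.

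**Figure D3:**
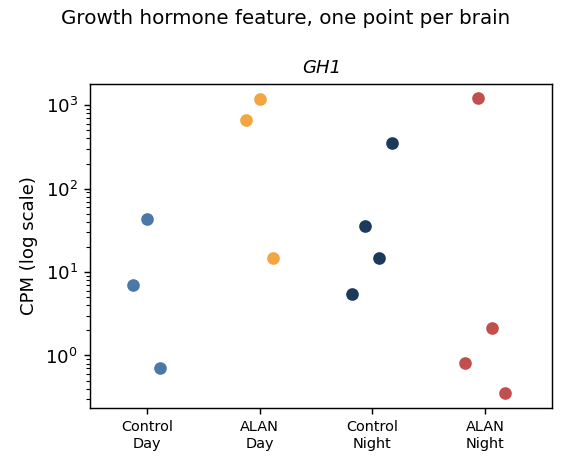
CPM of the *GH1* feature on a log axis, a point for each brain in the 4 groups. The points span 0.355 to 1210 CPM, with libraries of each group far apart.

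Of the 30 preset KEGG pathways, camera called 19 of the 150 pairs of set and contrast, 2 for ALAN at night, 6 for ALAN by day, 4 for night against day in controls, 2 for night against day under ALAN and 5 for the interaction. With fry, 1 of these 19 held, the citrate cycle being lower at night in controls (median log2 fold change −0.207, camera adjusted p 0.00145, fry adjusted p 0.0224), and with an estimated correlation 0 held. The complement and coagulation set (112 features) was lower under ALAN by day (median −0.851, camera adjusted p 1.38e-12, fry adjusted p 0.0618) and at night in controls (median −0.769, camera adjusted p 0.00143, fry adjusted p 0.298). The phototransduction set (36 features) was lower under ALAN at night (median −0.514, camera adjusted p 5.12e-05, fry adjusted p 0.200).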

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

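Of the tests in this part, the relabelling of the pathway calls alone was written down before its result was seen. The other relabelling counts, the thinning to equal depth, the use of the sums by gene name (a setting fixed beforehand) to test for divided reads, the tests on the tissue lists (4 of the 8 lists were fixed beforehand) and the covariates, the stress axis count, the *CRY1* comparison, the liver relation, the comparisons of *Cry2*, *NR1D1* and *ciart* between the day groups and the test of control night replicate 3 were chosen only after the result they bear on was seen.

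For 5 immediate-early features the ALAN effect differed between night and day, by the edgeR interaction test adjusted over the list alone. The interaction log2 fold changes were 2.06 for *FOS* (adjusted p 0.000237), 1.81 for *EGR1* (0.00187), 1.15 for *NPAS4* (0.00293), 1.22 for *EGR2* (0.0455) and 0.39 for a *JUND* feature (0.0395). Over all features the smallest adjusted p was 0.121, so none passed there, with 1278 features at an unadjusted p under 0.05 and 58 called by DESeq2. Of 100 drawn relabellings of treatment within each time of day, the real labels included, 3 gave as many calls in the list. The highest counts under any other labels were 11 calls in the list and 882 over all features. For ALAN at night, 1 of the 35 splits of the 8 night libraries, the real split, gave as many calls as the 10 in the list, and likewise 1 of 35 gave as many calls over all features as the 6. At an unadjusted p under 0.05, however, 15 of the 35 splits gave at least the 959 features of the real split, and another split gave 2246. Depth does not explain the night difference, since 9 immediate-early features were called higher with each library thinned to the smallest total. Summing the counts of features with a common name left 9 names called at night, although the sums left 2 for the interaction, and *EGR1* and *NPAS4* then lost their night calls over all features.

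Carried-over tissue could be a part of the immediate-early difference and stays open. The first test counted features of the 8 tissue lists called higher under ALAN at night, each adjusted over the list alone, and found 3, all in the kidney list. A second test was chosen after that result. It found 0 of the 8 lists with a mean in all 4 ALAN night libraries above all 4 control night libraries, where chance gives 1.43% per list, whereas 10 of the 29 immediate-early features separated the groups in this way. The kidney list mean was high in ALAN night replicates 3 and 4 (1.76 and 2.47 log2 CPM) and not in replicates 1 and 2 (0.0979 and −0.00255). With 3 tissue covariates (*GH1*, the photoreceptor mean and the liver mean), 5 immediate-early features were called at night in place of 10. Kidney was not among these covariates, and tissues outside the lists were not tested. The covariates also use up degrees of freedom, so lost calls alone do not show carried-over tissue. Different handling before sampling may also raise immediate-early genes. The stress axis list had 0 features called for ALAN at night by edgeR adjusted over the list alone, with 2 at an unadjusted p under 0.05, which does not exclude handling because immediate-early genes respond sooner. A difference between colonies is open as well, since the colony of each fish is not given and relabelled fish of a shared colony are not independent. An effect of light on neuronal activity at night, which the design names, remains among the open explanations.

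For 3 core clock features the interaction passed the edgeR test adjusted over the list alone. The *Cry2* feature DN1907 had an interaction log2 fold change of 0.56 (adjusted p 0.0469), *NR1D1* of −2.51 (0.0328) and *ciart* of −2.49 (0.0469). The other 2 features with the name *CRY2*, DN11246 and DN17362, had interactions of −0.77 and −1.12 in the opposite direction, neither called (adjusted p 0.479 for both), so the value belongs to the DN1907 feature and not to the name. For *ciart*, with as little as 1 count in control day libraries, the fitted value depends on the prior count. Of 100 relabellings, the real labels included, 3 gave as many calls in the list, and the highest count under any other labels was 5. Leaving out control day replicate 1, ALAN day replicate 2, control night replicate 2 or ALAN night replicates 1, 3 or 4 in turn gave 0 calls, and leaving out ALAN day replicate 1 or 3 gave 1. At equal depth 2 of the 3 were called (*NR1D1* and *ciart*, both at an adjusted p of 0.0206, and *Cry2* at 0.0649), so depth may contribute for *Cry2* and stays open. With 3 tissue covariates 0 were called. The liver list mean was between 3.48 and 4.55 log2 CPM in the 3 control day libraries and between −1.20 and 1.37 in the 3 ALAN day libraries, so added liver would raise a feature in control day brains. *NR1D1* and *ciart* were lower there, the smaller log2 fold change of ALAN against control by day being 1.82 (SE 0.480, edgeR), and *PER3* was at 8.39 and 8.21 CPM in control and ALAN day brains, which speaks against a general dilution. This argues against liver tissue as the cause of their day differences. At night, compared after the result was seen, *NR1D1* was at 95.64 to 152.5 CPM in control and 64.62 to 88.01 CPM in ALAN brains. The liver mean in control night replicates 1, 3 and 4 (2.73, 2.25 and 1.58) also exceeded every ALAN night library (at most 0.801). Control night replicate 2 went the other way, with a liver mean of −0.161 and the highest *NR1D1*. Liver tissue thus stays open for the *NR1D1* interaction. The DN1907 *Cry2* feature did not differ between the control and ALAN day groups (log2 fold change −0.0067, SE 0.12, edgeR), which argues against liver tissue as the cause of its interaction. Other tissues stay open for all 3 features. A shift of reads between the 2 features of one assembly component would lower *CRY1* as *Cry2* rises under ALAN at night, but the *CRY1* feature was higher by a log2 fold change of 0.60 (edgeR unadjusted p 0.00579). As for the single *Cry2* call at night, 3 of the 35 splits gave as many calls in the list, so chance is not excluded. A difference between colonies and an effect of ALAN on the clock remain open.

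For 5 pathways camera called the interaction. The median log2 fold changes were 0.217 for the citrate cycle (camera adjusted p 0.00145, fry 0.0865), 0.193 for glycolysis and gluconeogenesis (0.0255, fry 0.0618), 0.0833 for the spliceosome (0.0413, fry 0.371), 0.0942 for protein processing in the endoplasmic reticulum (0.0468, fry 0.152) and 0.834 for complement and coagulation (0.000386, fry 0.390). Of 100 relabellings of the 14 libraries, the real labels included, 15 gave at least the 19 calls seen over the 5 contrasts, so chance may account for that number. For complement and coagulation, liver tissue carried over with some brains is a candidate explanation. The mean of 19 liver features outside the set followed the set mean over the 14 libraries with a Spearman's rho of 0.960 (permutation p 1e-05, the smallest that 100000 permutations can give).

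In 4 of 58 groups of 4 values tested, a single library lay apart from the other 3, where 2.90 would be expected, since chance gives about 1 in 20. Control night replicate 3 was the library in 3 of them, with *CRY1* at 48.1 CPM (group mean 34.7 ± 9.03, SD, n = 4), *DDIT4* at 362 CPM (237 ± 84.1, SD, n = 4) and the feature DN44657 at 0.607 CPM (0.227 ± 0.253, SD, n = 4). In the remaining group, *DNAJB1* was at 13.0 CPM in control night replicate 2 (11.98 ± 0.692, SD, n = 4). If control night replicate 3 were a mislabelled ALAN night library, most features called for ALAN at night without it would place it near the ALAN night mean. Of the 5 such features 1 did, which argues against that label error. No other technical explanation was tested for these values, and no biological one.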

How the results depend on the processing

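The carry-over covariates, the chordate restriction and the robust fit were tests chosen only after the results were seen. A planned restriction by annotation level was not run because 0 features had a level within chordates, and the chordate orthologous group took its place.

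RLE size factors, the filter on mean CPM of at least 1 and the robust fit moved 0 of the counts by over 1.5 times. For the counts that moved under the settings below, the cause was not tested. DESeq2 called 41 features for ALAN at night, 137 for ALAN by day, 1107 and 659 for night against day in controls and under ALAN, and 58 for the interaction. In the same order 68.3%, 27.0%, 51.0%, 47.3% and 63.8% of these were higher, against 100% and 0% in edgeR for the 2 ALAN contrasts and 51.6% and 45.3% for night against day. Of the edgeR calls, DESeq2 kept 6, 1, 426 and 214. In the lists it called 3 core clock features for ALAN at night and 1 immediate-early feature for ALAN by day. Fitting the 2 groups alone gave 2 calls for ALAN by day, 191 and 126 for night against day in controls and under ALAN, and 2 and 0 core clock features for ALAN at night and by day. Counts summed by name gave 3 calls for ALAN at night and 2 for ALAN by day. In the lists, the sums gave 0, 2, 17 and 1 core clock names for ALAN at night, ALAN by day, night against day under ALAN and the interaction, and 1 and 2 immediate-early names for ALAN by day and the interaction. Fewer names than features were tested there. A surrogate variable gave 0 calls for ALAN by day, the chordate restriction gave 2, and no low-count filter gave 1 core clock call for the interaction.

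With the replicate number as a block, ALAN by day had 0 calls, night against day in controls 240, the core clock list 2 for ALAN at night and 1 for the interaction, and the pathways 12. With the block, ALAN at night had 6 calls, 5 of them shared with the fit without it, night against day under ALAN had 154, of which 139 were shared, the interaction had 0 (1023 at an unadjusted p under 0.05) and the amplitude difference was −0.0541 (exact permutation p 0.257). The deviations of same-numbered libraries from their group means had a mean correlation of −0.0151 over 18 pairs, 1 of them over 0.1, against 0.00499 over 55 other pairs. The expression values thus show no pairing by number. Whether fish of equal number share a colony stays unknown, since colonies are not given.

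With 3 covariates for carried-over tissue there were 0 edgeR calls for ALAN at night (839 at an unadjusted p under 0.05), 0 for ALAN by day (910), 104 for night against day in controls and 88 under ALAN. The core clock list had 0 calls for ALAN at night, for ALAN by day and for the interaction, and the immediate-early list 5 for ALAN at night, 3 for night against day under ALAN and 3 for the interaction. In place of the 19 pathway calls by camera, fry gave 3, of which 1 was among the 19, and an estimated correlation gave 0.

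Leaving out each library in turn gave 1 to 8 calls for ALAN at night, 0 to 6 for ALAN by day, 216 to 552 for night against day in controls, 131 to 214 under ALAN and 0 for the interaction each time. The core clock list ranged from 1 to 3, 0 to 4, 23 to 27, 24 to 28 and 0 to 3 in the same order of contrasts, and the immediate-early list from 9 to 11, 0 to 1, 15 to 18, 3 to 10 and 3 to 6. The amplitude difference ranged from −0.113 to −0.028 and the pathway calls from 12 to 28. Pathway calls fell to 12 without control day replicate 4 or ALAN day replicate 1. ALAN by day had 6 and 4 calls without control day replicates 2 and 4, 3 without control night replicate 1, and 2 without control night replicate 4, ALAN night replicate 1 or ALAN night replicate 3. The core clock list had 3 calls for ALAN at night without control night replicate 3, and the immediate-early list 1 for ALAN by day without control day replicate 4 or ALAN day replicate 3. The other libraries that moved a count are named beside the results.

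For the 42 named results, 972 of 1050 alternatives kept the direction and the call, 78 lost the call and 0 reversed. The losses were 46 of 150 for ALAN at night, 8 of 25 for ALAN by day, 22 of 525 for night against day in controls and 2 of 350 under ALAN. *FOS* at night lost its call with the tissue covariates alone (edgeR adjusted p 0.551, over a range from 2.05e-18 to 0.551), with log2 fold changes between 1.92 and 2.15. *EGR1* at night lost it under 7 of 25, with a log2 fold change down to 0.72 when summed by name. At the depth of these libraries the simulated test recovered 10% of 2-fold interactions and 37.0% of 2-fold ALAN effects at night, so changes of that size can be missed. These shares hold for features with a mean CPM of at least 1.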

Other observations

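The tests in this part, on the relabellings, the clock phase, the pituitary, eye, liver and inner ear lists and the features seen in single libraries, were chosen only after the result was seen. The lists for liver, inner ear, kidney, and skin or gill were written after the data had been examined.

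Of the 35 splits of the 7 libraries concerned, 1, the real split, gave as many calls as night against day in controls, and 1 of 35 did so under ALAN. For time of day over the 14 libraries it was 1 of 100. For the core clock list it was 1 of 35 in each treatment. Chance is thereby excluded for these counts of calls, as far as fish are independent of their colony. At an unadjusted p under 0.05, 2 of 35 splits gave at least the 3031 features of night against day in controls, and another split reached 3244, so for that count chance is not excluded. Under ALAN it was 1 of 35, for 2307 features. For ALAN by day, 1 of 10 splits gave as many calls over all features and 1 of 10 as many in the core clock list, and 10 splits cannot give a share under 0.05. At an unadjusted p under 0.05, 2 of the 10 splits gave at least the 1439 features of the real split, and another split gave 3150. For the interaction, 25 of 100 relabellings, the real labels included, gave as many features at an unadjusted p under 0.05, and another gave 4494, so chance is not excluded.

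*GH1* differed by 61.4-fold between libraries within control day, 78.9-fold within ALAN day, 63.7-fold within control night and 3410-fold within ALAN night, which argues against ALAN or time of day as the whole cause. A candidate explanation is pituitary tissue carried over with some brains. Of the 6 other pituitary features, 3 followed *GH1* over the 14 libraries and 3 did not, by permutation p-values adjusted over the 12 of these 6 relations. The *prl* feature DN74363 had a Pearson's r of 0.839 (permutation p 0.00038, adjusted 0.00228) and a Spearman's rho of 0.653 (0.0136, adjusted 0.0314), the *POMC* feature DN11832 an r of 0.844 (0.00017, adjusted 0.00204) and a rho of 0.727 (0.00384, adjusted 0.0154), and *LHB* an r of 0.696 (0.00735, adjusted 0.0220) and a rho of 0.644 (0.0157, adjusted 0.0314). Without the 2 libraries farthest from the median of *GH1*, r was 0.758, 0.726 and 0.501, and within groups 0.830, 0.855 and 0.652. The other *POMC* feature had an r of 0.472 (0.0848, adjusted 0.145) and a rho of 0.297 (0.303, adjusted 0.405). The features DN10030 and DN46513, described in the annotation as prolactin 2, had an r of −0.125 and −0.295 (0.667 and 0.301, adjusted 0.667 and 0.405) and a rho of −0.187 and −0.275 (0.522 and 0.339, adjusted 0.570 and 0.407), with at most 3.58 and 0.951 CPM in any library. The list as a whole thus follows *GH1* in part.

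The lower photoreceptor features under ALAN at night may come from eye tissue carried over with single control brains. Without control night replicate 4, where the list mean was highest at 4.30 log2 CPM, 0 features of the list were called, against 10 to 15 without any other night library. In 0 of the 25 features did all 4 control night libraries lie above all 4 ALAN night libraries. An effect of ALAN on photoreceptor cells of the brain cannot be told apart from this, since single libraries decide the values. Of the 25 features, 8 were over 1 CPM in each library.

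Of the 30 liver features, 2 of them over 1 CPM in each library, 24 were lower under ALAN by day by edgeR adjusted over the list alone, 9 were lower under ALAN at night, and 20 differed between night and day in controls, 1 of them higher. Under ALAN 0 differed between night and day, and 1 had an interaction. The 19 liver features outside the complement and coagulation set followed its 112 features with a Pearson's r of 0.974 and a Spearman's rho of 0.960 (permutation p 1e-05 for both, the smallest possible, adjusted over the 6 p-values of 3 relations 3e-05), with an r of 0.970 without the 2 farthest libraries and 0.925 within groups. Liver tissue carried over with some brains is thus a candidate explanation for the lower complement and coagulation set, and a biological cause was not tested.

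The feature DN44657, the single call for ALAN by day, was at 24.4, 19.6 and 16.3 CPM in the 3 control day libraries. Of 35 inner ear features, 6 were also highest in all 3 control day libraries, against 223 of 20782 features (one-sided Fisher's exact test, p 1.79e-06; features are not independent). *TECTB* was the most abundant of them, at 18.2, 12.3 and 3.92 CPM there. Inner ear tissue carried over with the control day brains may therefore account for this call, although the feature carries no name that would tie it to the ear. In the inner ear list 6 features were lower under ALAN by day, 6 were lower at night in controls and 4 had a positive interaction, with 0 in the other contrasts, and 9 of the 35 were over 1 CPM in each library. The kidney list (14 features, 3 over 1 CPM in each library) had 3 higher under ALAN at night, 4 for night against day in controls, 3 under ALAN, 3 for the interaction and 0 for ALAN by day. The skin or gill list (12 features, 3 over 1 CPM in each library) had 1 for night against day in controls and 0 elsewhere.

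Some core clock features differed by day between ALAN and control fish in the direction of their night level, and others did not. *PER3* was at 8.39 and 8.21 CPM in control and ALAN day fish, *BHLHE41* at 19.3 and 19.2 and *BHLHE40* at 31.0 and 28.9. Across the 42 features, the ALAN effect by day and the time effect correlated with a Pearson's r of 0.560 (exact permutation p 0.1, the smallest that 20 relabellings allow; features are not independent replicates). Chance is not excluded at this number of fish. A shift of clock phase, a smaller day-night difference or another time of sampling in the ALAN fish could each give such a relation. A difference between colonies could do so as well. These explanations cannot be told apart because each group was sampled at a single stated time and colonies are not given. For the same reason the direction of a phase shift stays open.

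In 9 features, 1 library held at least 10 counts and each other library under 1. The library names of control day replicate 1, control night replicate 1 and ALAN night replicate 4 match those of the 3 assembly libraries, and these held 3, 2 and 3 of the 9 features. This is 8 of 9 (one-sided exact binomial test, p 3.24e-05), in line with transcripts of those fish entering the assembly while transcripts of other fish alone did not. A feature seen in 1 brain alone is thus a candidate product of the assembly, and no biological explanation was tested.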
